A study of Homo sapiens with 27 samples.

How the data were processed

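RNA-seq and ribosome profiling were analysed in IMR90 cells, a line of normal human fetal lung fibroblasts. Ribosome profiling (Ribo-seq) sequences the mRNA fragments that ribosomes protect from RNase, so its count for a gene reflects the mRNA present and the ribosomes on it. There were 27 libraries, 13 of RNA-seq and 14 of Ribo-seq. They were grouped by the titles in the labels into 5 states: cycling, quiescent by contact inhibition, senescent after ionizing radiation, senescent after etoposide, and cycling treated with thapsigargin. Each state had 3 libraries of each type, except for 2 of cycling RNA-seq and 2 of each type for thapsigargin. Radiation was a dose of 15 Gy with harvest after 10 days. Etoposide, which blocks topoisomerase II and breaks DNA, was given at 50 µM in 3 treatments over 10 days. Thapsigargin, which empties the calcium store of the endoplasmic reticulum and so disturbs protein folding there, was given at 25 nM for 3 h.

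Per the labels' protocols, cells were lysed in a polysome buffer with cycloheximide, and part of each lysate went to RNA-seq and part to RNase I digestion and a sucrose cushion for Ribo-seq. The labels give differing times for the RNase incubation in different places, and which time holds for which libraries is unclear. Footprints were then selected by size on a gel, and rRNA was depleted, per the labels' protocols. RNA-seq libraries were made with a stranded TruSeq kit and Ribo-seq libraries with a small RNA kit from NEB, per the labels' protocols. The labels place the thapsigargin cells in a medium described without antibiotics, unlike the other states. One characteristic in the labels calls all thapsigargin libraries protected fragments, and their titles were used to tell RNA-seq from Ribo-seq.

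The deposited values are raw counts of reads per gene, in a layout that the aligner STAR writes, with separate counts for both strands together, the forward strand and the reverse strand. The aligner version, genome build, annotation and trimming are not stated in the labels or the files, so no coordinates are given. Reads that mapped to several places are listed on a summary line of each deposited file and are in no gene's count. Genes with near-identical copies elsewhere in the genome, such as those for histones and ribosomal proteins, can lose reads that way, and their values are uncertain. Reads that overlap several genes are likewise left out of the counts.

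The counts follow 2 gene lists. All RNA-seq libraries and the thapsigargin Ribo-seq libraries list 62703 gene IDs, and the other 12 Ribo-seq libraries list 60664. The 60534 IDs in both lists held from 99.6% to 99.97% of each library's gene counts and were used. A gene whose boundaries differ between the lists can receive different counts from the same reads. Every comparison of thapsigargin with other states in Ribo-seq crosses the lists, as does every ratio of Ribo-seq to RNA-seq outside the thapsigargin state. Of the shared IDs, 60461 had a symbol in the gene name table. Biotypes came from the RefSeq gene table (assembly GRCh38.p14), which matched 40647 IDs, 19310 of them protein coding.

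Reverse-strand counts were used for RNA-seq and forward-strand counts for Ribo-seq, as the kits require, and the opposite strand held from 3.56% to 10.7% of the counts on both strands. Lines that name no gene were left out of library sizes and tests. They held unmapped reads (1.35% to 40.6% of the reads of a library), reads mapping to several places (9.43% to 66.9% of reads) and reads outside genes (1.45% to 12.8% of uniquely mapped reads). Genes not annotated as protein coding were left out of the tests. The filterByExpr function of edgeR then kept 13293 genes for RNA-seq and 11766 for Ribo-seq, and the 11715 genes kept in both were used for translational efficiency.

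Counts were tested with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood F test, with robust dispersion, TMM scaling and all 5 states in each fit, since groups of 2 or 3 libraries give a poor estimate of the spread on their own. Translational efficiency (TE) is the ratio of Ribo-seq to RNA-seq for a gene. Its change was tested as the interaction of library type and state in a fit over all 27 libraries. There were 6 comparisons: quiescent, irradiated, etoposide-treated and thapsigargin-treated against cycling cells, the mean of both senescent states against quiescent cells, and irradiated against etoposide-treated cells. All tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called changed at an adjusted p under 0.05. Values of CPM are counts per 1e6 after TMM scaling, given as mean ± SD over libraries. Log2 fold changes are given ± SE, where the SE was worked back from the test as the absolute log2 fold change over the square root of F. Scaling sets the average change of genes to about 0, so a change of all genes alike could not be seen.

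These 6 lists of genes were tested: 30 proliferation genes, 24 p53 targets, 35 genes of the senescence-associated secretory phenotype, 32 genes of the integrated stress response, 20 endoplasmic reticulum chaperones and related genes, and the ribosomal protein genes, 80 of which were matched. The stress response list was written as ATF4 targets, and the chaperone list as ATF6 and XBP1 targets. No gene was in more than 1 of these 6 lists. Lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01, adjusted over 29 list tests, and again with fry, which estimates the correlation from the data. The groups, comparisons, tests, lists, alternatives and the rule for naming genes were fixed before the data were examined. By that rule, the genes named for each comparison were the 2 largest rises and the 2 largest falls in RNA and in TE among called genes with a mean of at least 10 CPM, in RNA with ranges of the 2 groups that do not overlap. Another 10 genes were named whatever their values: CDKN1A, CDKN2A, LMNB1, MKI67, IL6, CXCL8, ATF4, DDIT3, PPP1R15A and HSPA5. In the closing section, 40 genes for secreted and membrane proteins, 40 for cytosolic enzymes and 5 structural RNAs were added as lists after the results of the report had been seen, and genes outside the rule were chosen after their values were seen. There, the list tests between the inducers were adjusted over 7 tests. Those of secreted and membrane proteins and of cytosolic enzymes were adjusted over 36.

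Alternatives were the median-of-ratios size factors in edgeR, the Wald test of DESeq2 1.42.0, no filter on low counts, a mean of at least 5 CPM, all annotated genes, unstranded counts, libraries thinned to equal depth, only the groups of a comparison in the fit, the replicate number as a block, the lysate as a block, fry in place of camera, and each library left out in turn. The scripts were tested on counts simulated from the means and library sizes of the real data, with 200 genes changed by 2-fold. Each simulated gene had the same spread in all groups, taken from the fit over all states. For RNA, edgeR recovered from 56.0% (thapsigargin against cycling) to 78.0% (senescent against quiescent) of the 200 genes among 13293. For Ribo-seq it recovered from 42.0% (thapsigargin against cycling) to 68.5% (quiescent against cycling) among 11766 genes. For TE it recovered 35.5% (quiescent against cycling), 38.5% (irradiated against cycling), 37.5% (etoposide-treated against cycling), 38.0% (irradiated against etoposide-treated), 60.0% (senescent against quiescent) and 20.5% (thapsigargin against cycling) among 11715 genes. False calls reached 10.6% of the TE calls between irradiated and etoposide-treated cells with edgeR, and 18.7% of those between irradiated and cycling cells with DESeq2.

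Gene totals ranged from 20.6e6 to 57.1e6 in RNA-seq and from 1.94e6 to 20.0e6 in Ribo-seq. Where a gene had no count, a limit of 3 counts was used, which is 0.772 CPM over both thapsigargin Ribo-seq libraries together. Ratios of low counts are given with 95% counting intervals. Such limits and intervals cover counting error only, since the reads carry no molecular identifiers. Tables were assembled with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.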

Results

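Gene counts were compared between 5 states of IMR90 fibroblasts to ask how senescence, quiescence and acute stress of the endoplasmic reticulum change mRNA levels and translation. The labels name a senescence-specific change of translation and the integrated stress response as the subject of the study. The integrated stress response lowers overall translation initiation and raises the translation of a few mRNAs, ATF4 among them. RNA-seq gave the mRNA level of each gene, Ribo-seq its ribosome footprints, and TE the ratio of footprints to mRNA.

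Total gene counts, in units of 1e6, were 29.3 and 20.6 in the cycling RNA-seq libraries. They were 29.2, 28.7 and 25.8 in the quiescent, 30.04, 29.9 and 28.9 in the irradiated, 31.8, 38.6 and 41.4 in the etoposide-treated, and 40.8 and 57.1 in the thapsigargin-treated RNA-seq libraries. Ribo-seq was shallower. Its totals were 10.0, 14.4 and 9.87 in cycling, 18.9, 17.5 and 20.0 in quiescent, 5.56, 2.65 and 3.45 in irradiated, 6.16, 6.98 and 6.17 in etoposide-treated, and 1.94 and 2.04 in thapsigargin-treated cells. Replicates differed by more than sampling noise in every group, with a chi-square per degree of freedom from 1.82 to 145. Each library was counted as 1 replicate. The excess over sampling noise cannot tell independent cultures from repeat preparations of 1 culture. The biological coefficient of variation estimated over all groups was 0.159 in RNA, 0.168 in Ribo-seq and 0.161 in the combined fit.

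Contact-inhibited quiescent cells were compared with cycling cells to show what growth arrest without senescence changes. In RNA, 2068 of 13293 genes (15.6%) were called, 689 higher and 1379 lower, and 732 of them changed at least 2-fold. Fitting the quiescent and cycling libraries alone moved this count most, to 852. The largest rises were ADH1B (ENSG00000196616), at 38.3 ± 8.52 CPM (SD, n = 3) against 3.83 ± 2.94 CPM (n = 2) in cycling cells, and CCDC102B (ENSG00000150636), at 26.3 ± 8.15 against 6.04 ± 0.70 CPM. Their log2 fold changes were 3.37 ± 0.60 (SE; edgeR adjusted p = 0.00268) and 2.13 ± 0.27 (adjusted p = 0.000534). Leaving out 1 quiescent library gave values from 3.23 to 3.55 for ADH1B. The largest falls were OXTR (ENSG00000180914), with a log2 fold change of -2.76 ± 0.22 (edgeR adjusted p = 7.33e-05), and GGH (ENSG00000137563), with -2.65 ± 0.30 (adjusted p = 0.00029). Ribo-seq called 2631 of 11766 genes (22.4%), 959 higher and 1672 lower. Leaving out cycling Ribo-seq replicate 3 lowered this count most, to 1558. The log2 fold changes of RNA and Ribo-seq had a Pearson r of 0.84 across genes, which are not independent replicates.

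The list of proliferation genes had a median RNA log2 fold change of -0.98 in quiescent cells, with 29 of 29 tested genes lower. Its camera adjusted p was 1.54e-25, with 23 genes called over all genes tested and 29 adjusted over the list alone. The fit without quiescent replicate 2 gave the median farthest from this, -1.17. LMNB1 (ENSG00000113368), which encodes lamin B1, had a log2 fold change of -1.12 (edgeR adjusted p = 0.00065). MKI67 (ENSG00000148773) was not called, at 81.0 ± 58.5 CPM (n = 3) against 155 ± 16.1 CPM (n = 2), but was lower by -1.70 with an adjusted p of 0.00348 without quiescent replicate 2. CDKN2A (ENSG00000147889), which encodes p16 and p14ARF, was higher by 0.92 (adjusted p = 0.0140), a call that was lost when only these groups were fitted (adjusted p = 0.0822). CDKN1A (ENSG00000124762), which encodes p21, was higher by 0.43 and not called (adjusted p = 0.0724), though it was called without quiescent replicate 3, at 0.57 (adjusted p = 0.00671), and with DESeq2. IL6 (ENSG00000136244) rose by 0.85 (adjusted p = 0.0690) and was called only without quiescent replicate 1 (1.03) or with DESeq2. CXCL8 (ENSG00000169429) gave 0.40 (adjusted p = 0.749) and was at -0.36 without quiescent replicate 3. DDIT3 (ENSG00000175197) was higher by 0.77 in RNA (adjusted p = 0.00263) and by 0.98 in Ribo-seq (adjusted p = 0.00570).

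Cells made senescent by ionizing radiation were compared with cycling cells in the same way. In RNA, 4643 genes (34.9%) were called, 2149 higher and 2494 lower, and 2014 of them changed at least 2-fold. ADH1B, at 144 ± 33.0 CPM (n = 3), and FMO2 (ENSG00000094963), at 53.3 ± 9.07 against 1.57 ± 0.16 CPM, rose most, with log2 fold changes of 5.28 ± 0.64 (edgeR adjusted p = 3.53e-05) and 5.08 ± 0.36 (adjusted p = 3.09e-07). The histone genes H2AC14 (ENSG00000276368) and H2BC14 (ENSG00000273703) fell most, by -5.05 ± 0.22 (edgeR adjusted p = 1.57e-08) and -4.95 ± 0.26 (adjusted p = 5.33e-08) on the log2 scale. Their sequences resemble those of other histone genes, so their levels are uncertain where reads were shared. Ribo-seq called 4771 genes (40.6%), 2231 higher and 2540 lower, and its log2 fold changes had a Pearson r of 0.90 with those of RNA across genes.

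Etoposide-treated senescent cells differed from cycling cells in 4593 genes in RNA (34.6%), 2231 higher and 2362 lower, 1993 of them by at least 2-fold. C3 (ENSG00000125730) had 3 counts in cycling and 4922 in etoposide-treated RNA-seq, a ratio of CPM of 752 with a 95% counting interval from 257 to 3650. CXCL5 (ENSG00000163735) had 31 counts in cycling cells and was 316 times as high after etoposide (interval 223 to 466), with replicates at 458, 94.9 and 137 CPM. H2BC14 and H2AC14 changed by -6.26 ± 0.28 (edgeR adjusted p = 8.26e-09) and -6.01 ± 0.23 (adjusted p = 2.99e-09). In Ribo-seq, 3986 genes (33.9%) were called, 1971 higher and 2015 lower, and 6020 were called when only the cycling and etoposide-treated libraries were fitted. The Pearson r between the changes of RNA and Ribo-seq was 0.93 across genes.

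**Figure D1:**
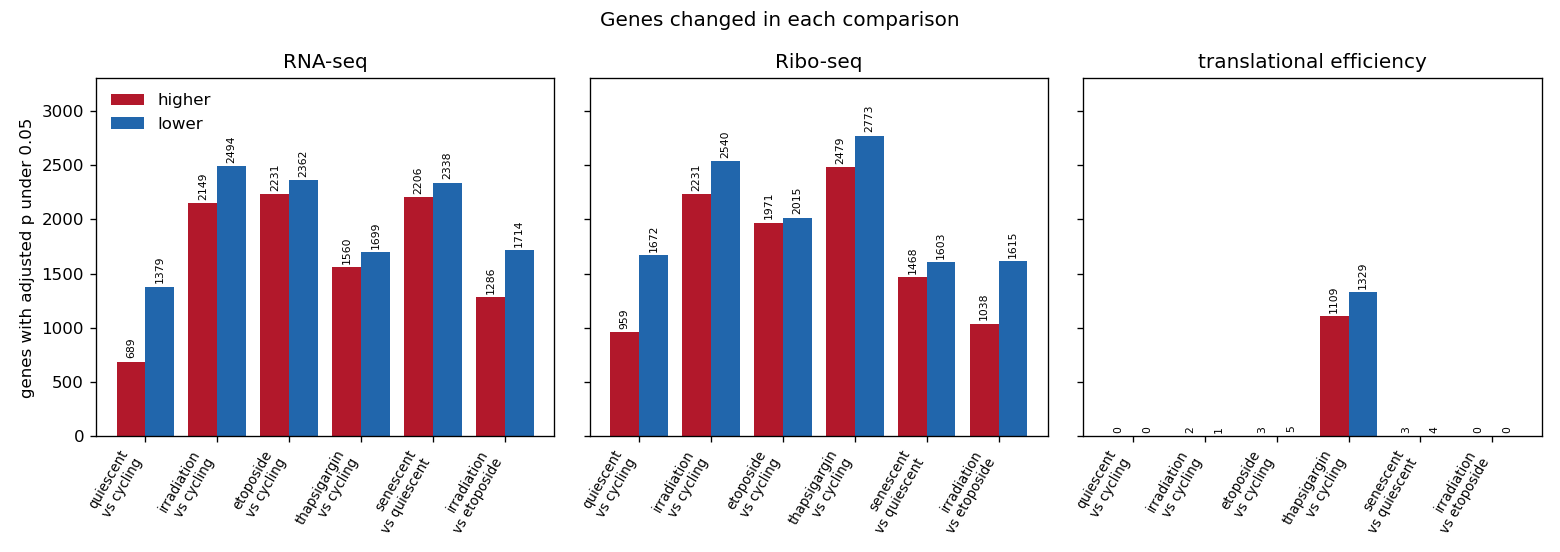
Bars give the number of genes called higher (red) and lower (blue) at an adjusted p under 0.05 in each comparison, in separate panels for RNA, Ribo-seq and TE. RNA and Ribo-seq calls number from 2068 to 5252 in each comparison, while TE calls number 2438 for thapsigargin and at most 8 in the other comparisons.

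The proliferation list was lower in both senescent states, with a median RNA log2 fold change of -2.65 after irradiation (29 of 29 genes lower; camera adjusted p = 1.53e-51) and -3.17 after etoposide (29 of 29 lower; camera adjusted p = 2.97e-57). After irradiation 29 genes were called over all genes and 29 adjusted over the list alone, and after etoposide 28 and 28. LMNB1 fell from 76.2 ± 9.21 CPM (n = 2) in cycling cells to 6.55 ± 0.25 CPM (n = 3) after irradiation and 4.30 ± 0.34 CPM (n = 3) after etoposide. Its log2 fold changes were -3.54 (edgeR adjusted p = 1.57e-08) and -4.15 (adjusted p = 2.99e-09). MKI67 fell to 14.6 ± 3.87 and 6.43 ± 1.41 CPM (n = 3 each), by -3.41 (edgeR adjusted p = 7.61e-05) and -4.60 (adjusted p = 8.11e-06) on the log2 scale.

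The p53 targets had medians of 0.62 after irradiation (19 of 24 higher; camera adjusted p = 2.56e-07) and 0.59 after etoposide (22 of 24 higher; camera adjusted p = 2.07e-08). Of the 24 genes, 15 and 16 were called over all genes, and 16 and 16 adjusted over the list alone. CDKN1A rose from 799 ± 34.5 CPM (n = 2) to 2581 ± 244 and 3066 ± 175 CPM (n = 3 each), with log2 fold changes of 1.69 ± 0.16 (edgeR adjusted p = 3.24e-06) and 1.94 ± 0.16 (adjusted p = 7.84e-07). CDKN2A was called higher after irradiation, at 0.82 (adjusted p = 0.0112), and not after etoposide, at 0.41 (adjusted p = 0.170). These 2 effects did not differ from each other, with a difference of 0.41 (adjusted p = 0.144). With only the groups compared in each fit, the etoposide effect was called (adjusted p = 0.0413), as was the difference (adjusted p = 0.0334), and unstranded counts also gave a call after etoposide.

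Genes of the secretory phenotype went apart between the inducers. Their median RNA log2 fold change was 1.61 after etoposide (27 of 33 higher; camera adjusted p = 9.86e-11; 23 genes called over all genes, 27 adjusted over the list alone). After irradiation it was -0.38, with 10 of 33 higher (camera adjusted p = 0.302; 15 and 17 genes called). IL6 was at 9.16 ± 0.11 CPM (n = 2) in cycling cells, 24.7 ± 0.12 CPM (n = 3) after irradiation and 49.4 ± 14.3 CPM (n = 3) after etoposide, with log2 fold changes of 1.43 (edgeR adjusted p = 0.00218) and 2.43 (adjusted p = 4.58e-05). CXCL8 rose from 9.89 ± 9.50 CPM to 290 ± 143 CPM after etoposide, a log2 fold change of 4.91 (edgeR adjusted p = 0.000238), and was at 6.26 ± 1.57 CPM after irradiation, a change of -0.63 that was not called (adjusted p = 0.4995).

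**Figure D2:**
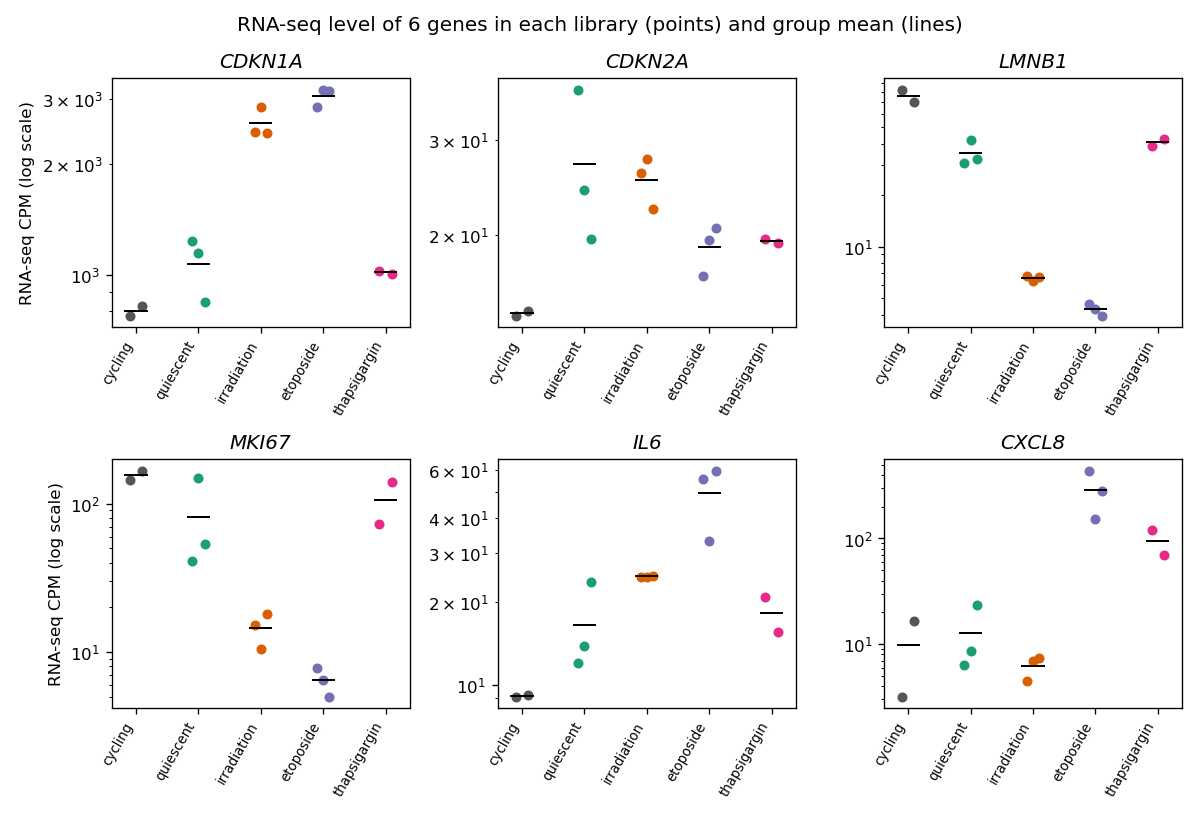
Points give the RNA-seq level of CDKN1A, CDKN2A, LMNB1, MKI67, IL6 and CXCL8 in each library, in CPM on a log axis, with lines at the group means of the 5 states. CDKN1A means lie at 2581 and 3066 CPM in the senescent states against 799 CPM in cycling cells, and LMNB1 means at 6.55 and 4.30 CPM against 76.2 CPM.

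Both senescent states together were compared with quiescent cells to separate senescence from growth arrest. In RNA, 4544 genes (34.2%) were called, 2206 higher and 2338 lower, and in Ribo-seq 3071 genes (26.1%), 1468 higher and 1603 lower. In RNA, ADAMTS19 (ENSG00000145808) and ATP8B4 (ENSG00000104043) rose most, with log2 fold changes of 3.53 ± 0.25 (edgeR adjusted p = 3.24e-07) and 3.24 ± 0.28 (adjusted p = 2.09e-06). The largest falls were H2AC14, at -4.80 ± 0.16 (edgeR adjusted p = 2.16e-09), and H2BC14, at -4.66 ± 0.19 (adjusted p = 5.91e-09). The proliferation list had a median of -1.84 (28 of 29 lower; camera adjusted p = 1.69e-41), with 27 genes called over all genes and 27 adjusted over the list alone. The p53 targets had a median of 0.38 (21 of 24 higher; camera adjusted p = 7.57e-06; 14 and 17 called). Genes of the secretory phenotype had a median of 0.93 (27 of 33 higher; camera adjusted p = 1.96e-06; 20 and 26 called). Against cycling cells, their median was -0.06 in quiescent, -0.38 in irradiated and 1.61 in etoposide-treated cells. By these medians the rise came from etoposide, since irradiated cells lay below quiescent cells. As large a median was also found in 27 of 90 splits of the same libraries, so it does not separate senescence from growth arrest. CDKN1A was higher by 1.39 (adjusted p = 2.22e-06), LMNB1 lower by -2.73 (adjusted p = 6.61e-09), MKI67 lower by -3.06 (adjusted p = 1.85e-05) and IL6 higher by 1.08 (adjusted p = 0.00251). CXCL8 was higher by 1.74 (adjusted p = 0.0200), but was no longer called without a filter on low counts or without quiescent replicate 1 (1.43) or replicate 2, with adjusted p-values of up to 0.0799. Its rise also came from etoposide. Against cycling cells CXCL8 was at 0.40 in quiescent, -0.63 in irradiated and 4.91 in etoposide-treated cells. CDKN2A did not differ, at -0.30 (adjusted p = 0.175). It was called without quiescent replicate 3, at -0.48 (adjusted p = 0.0274), and was at 0.01 without quiescent replicate 1.

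In RNA, 1937 genes changed the same way in both senescent states against cycling cells and in the mean of both against quiescent cells, 891 higher and 1046 lower. The count moved most when each comparison was fitted on its own groups, to 2494. In Ribo-seq, 1540 genes met this criterion, 732 higher and 808 lower. Against cycling cells, 2819 genes were called in both inducers with the same sign in RNA and 58 with opposite signs, and in Ribo-seq 2537 and 65. The effects of both inducers had a Pearson r of 0.80 and a Spearman rho of 0.71 across genes in RNA, and 0.69 and 0.65 in Ribo-seq. Because both effects use the same cycling libraries, simulated groups with no change also gave positive values. In 5 simulations per assay, the mean Pearson r was 0.62 in RNA (0.58 to 0.66) and 0.44 in Ribo-seq (0.41 to 0.45), the mean Spearman rho was 0.57 and 0.41, and no gene met the criterion for a shared change. The RNA correlation moved most without a filter on low counts, to 0.68.

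The inducers were also compared directly. Irradiated and etoposide-treated cells differed in 3000 genes in RNA (22.6%), 1286 higher and 1714 lower after irradiation. Leaving out irradiated RNA-seq replicate 1 or etoposide-treated RNA-seq replicate 2 moved the count by more than 1.5 times, to 1841 for the latter. ADH1B and FMO2 were higher after irradiation, by 3.95 ± 0.49 (edgeR adjusted p = 0.000202) and 3.25 ± 0.26 (adjusted p = 1.77e-05). MMP3 (ENSG00000149968) and CXCL5 were lower, by -7.01 ± 0.69 (edgeR adjusted p = 5.77e-05) and -6.94 ± 0.77 (adjusted p = 0.000102). MMP3 was at 0.61 ± 0.19 CPM after irradiation and 79.0 ± 45.2 CPM after etoposide (n = 3 each). CDKN1A did not differ, at -0.25 (adjusted p = 0.202), nor did MKI67, at 1.19 (adjusted p = 0.0607). Both were called when only these 2 groups were fitted, with adjusted p-values of 0.0316 and 0.00121. In Ribo-seq, 2653 genes (22.6%) were called, 1038 higher and 1615 lower, with 1500 called without irradiated Ribo-seq replicate 1, a similar fall without etoposide-treated Ribo-seq replicate 2, and 4134 in a fit of these groups alone. RNA and Ribo-seq differences had a Pearson r of 0.86 across genes.

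Thapsigargin treatment of cycling cells served as the acute stress. The 2 treated RNA-seq libraries differed from all others in the share of reads that did not map, 1.40% and 1.35% against 27.8% to 40.6%, and the labels describe another medium for them. Treatment and batch cannot be told apart for these libraries. In RNA, 3259 genes (24.5%) were called, 1560 higher and 1699 lower, and 1512 were called when only the thapsigargin-treated and cycling libraries were fitted. Of these 1512, 854 were higher and 658 lower, so the balance of rises and falls depended on the fit. HDAC9 (ENSG00000048052) and RCAN1 (ENSG00000159200) rose most, with log2 fold changes of 4.18 ± 0.27 (edgeR adjusted p = 4.49e-07) and 3.65 ± 0.19 (adjusted p = 1.19e-07). WNT2 (ENSG00000105989) and COL15A1 (ENSG00000204291) fell most, with -4.56 ± 0.29 (edgeR adjusted p = 4.49e-07) and -4.52 ± 0.46 (adjusted p = 2.14e-05). Ribo-seq called 5252 genes (44.6%), 2479 higher and 2773 lower. The changes of RNA and Ribo-seq had a Pearson r of 0.42 across genes.

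Among the 4 stress genes fixed in advance, ATF4 (ENSG00000128272) rose in RNA from 563 ± 19.6 CPM (n = 2) to 951 ± 30.1 CPM (n = 2), a log2 fold change of 0.76 (edgeR adjusted p = 0.000462). Its footprints rose from 184 ± 17.6 CPM (n = 3) to 539 ± 93.8 CPM (n = 2), a change of 1.55 (edgeR adjusted p = 1.65e-06). DDIT3, which encodes CHOP, rose in RNA from 40.6 ± 1.31 to 439 ± 79.5 CPM, by 3.44 ± 0.16 (edgeR adjusted p = 6.29e-08), and in Ribo-seq from 12.4 ± 2.77 to 445 ± 59.9 CPM, by 5.18 ± 0.25 (adjusted p = 9.43e-09). PPP1R15A (ENSG00000087074), which encodes GADD34, rose in RNA from 108 ± 2.00 to 541 ± 57.9 CPM, by 2.33 ± 0.12 (edgeR adjusted p = 9.65e-08), and in Ribo-seq from 53.9 ± 13.8 to 1123 ± 92.3 CPM, by 4.38 ± 0.23 (adjusted p = 2.06e-08). HSPA5 (ENSG00000044574), which encodes the chaperone BiP, was at 216.0 and 601 CPM in the treated RNA-seq libraries against 145 ± 32.2 CPM in cycling cells, a change of 1.499 ± 0.48 (edgeR adjusted p = 0.0358). That call was lost without a filter on low counts and when only these groups were fitted (adjusted p of up to 0.0951). HSPA5 footprints rose by 0.90 (adjusted p = 0.0228), which was not called without a filter on low counts, or without cycling Ribo-seq replicate 1 (0.84) or replicate 2 (adjusted p of up to 0.0951). Of the other genes fixed in advance, LMNB1 was lower in RNA under thapsigargin by -0.90 (edgeR adjusted p = 0.0015). CXCL8 was higher by 3.29 (adjusted p = 0.0057) and IL6 by 0.99 (adjusted p = 0.0344). CDKN1A (0.35), CDKN2A (0.44) and MKI67 (-0.55) were not called.

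**Figure D3:**
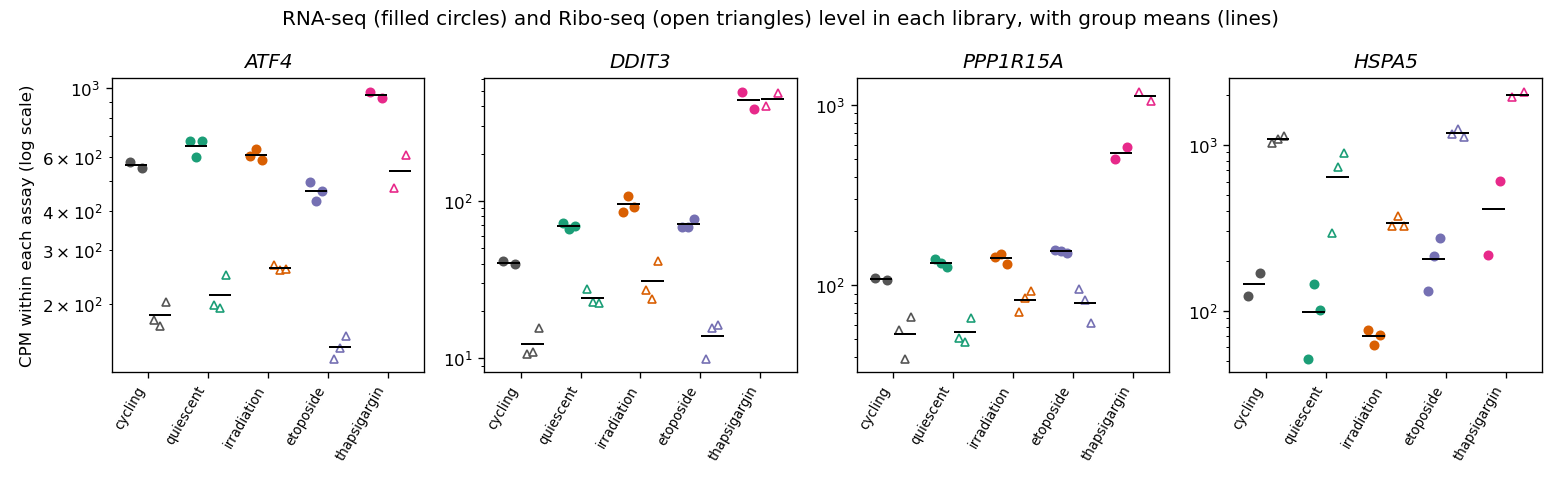
Filled circles give RNA-seq and open triangles Ribo-seq levels of ATF4, DDIT3, PPP1R15A and HSPA5 in each library, in CPM on a log axis, for the 5 states. DDIT3 lies at 439 CPM in RNA-seq and 445 CPM in Ribo-seq under thapsigargin, on average, against 40.6 and 12.4 CPM in cycling cells.

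TE changed in 2438 of 11715 genes (20.8%) under thapsigargin, 1109 higher and 1329 lower, and 1630 of them at least 2-fold. With only the groups compared in the fit, 1058 were called, 333 higher and 725 lower. TE was higher for ATF4, by 0.80 ± 0.18 (edgeR adjusted p = 0.00339), for DDIT3, by 1.75 ± 0.29 (adjusted p = 0.000248), and for PPP1R15A, by 2.06 ± 0.27 (adjusted p = 1.34e-05), and the test found no change for HSPA5 (-0.59 ± 0.58; adjusted p = 0.503). The ATF4 call was lost when only these groups were fitted (adjusted p = 0.0511). By the naming rule, MBD3 (ENSG00000071655) and RAB13 (ENSG00000143545) had the largest TE rises, 4.85 ± 0.59 (edgeR adjusted p = 5.96e-06) and 3.84 ± 0.58 (adjusted p = 0.000103). Their footprints were at 74.5 and 27.3 CPM and at 88.7 and 34.6 CPM in the treated libraries, against 1.57 ± 0.65 and 4.98 ± 1.70 CPM in cycling cells. ITCH (ENSG00000078747) and QRICH1 (ENSG00000198218) had the largest TE falls. Neither had a count in the treated Ribo-seq libraries, and their footprints were at least 133-fold and 146-fold lower than in cycling cells. Genes with such values are taken up in the closing section.

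The integrated stress response list had a median log2 fold change under thapsigargin of 0.22 in RNA (22 of 32 higher; camera adjusted p = 2.79e-11), 0.52 in Ribo-seq (24 of 32 higher; camera adjusted p = 2.04e-10) and 0.17 in TE (19 of 32 higher; camera adjusted p = 0.00145). The numbers of genes called were 14 in RNA, 18 in Ribo-seq and 11 in TE over all genes, and 15, 19 and 12 adjusted over the list alone. With unstranded counts the TE median was -0.06, so the direction of that list in TE depended on the counting. The chaperone list rose in RNA, with a median of 0.78 (16 of 20 higher; camera adjusted p = 1.34e-09; 14 genes called over all genes, 14 adjusted over the list alone). Its TE median was -0.32 (5 of 20 higher; camera adjusted p = 0.648; 1 and 1 called). Ribosomal protein genes had a TE median of 0.32 (49 of 75 higher; camera adjusted p = 0.000446; 29 and 33 called). Their median was -0.54 in RNA (74 of 78 lower) and -0.31 in Ribo-seq (47 of 75 lower). Their higher TE thus went with a larger fall in RNA than in footprints, and not with more footprints.

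The same stress genes were measured in senescent cells. After irradiation, DDIT3 was higher in RNA by 1.23 (edgeR adjusted p = 1.86e-05) and in Ribo-seq by 1.33 (adjusted p = 0.000485), ATF4 was higher in Ribo-seq by 0.51 (adjusted p = 0.00427) and not in RNA (0.11; adjusted p = 0.451), and HSPA5 was lower in Ribo-seq by -1.66 (adjusted p = 0.000315). After etoposide, DDIT3 was higher in RNA by 0.81 (edgeR adjusted p = 0.000487) and not in Ribo-seq (0.18; adjusted p = 0.590), while ATF4 was lower in Ribo-seq by -0.34 (adjusted p = 0.0426). That ATF4 call was lost in 4 of the 6 fits that left out 1 library, with adjusted p-values of up to 0.166. It was also lost with median-of-ratios size factors (adjusted p = 0.0585), with a mean of at least 5 CPM (0.0517) and after thinning to equal depth (0.149). PPP1R15A was higher in RNA by 0.39 (edgeR adjusted p = 0.0115) after irradiation and by 0.52 (adjusted p = 0.00205) after etoposide. Its footprints were higher by 0.62 (adjusted p = 0.0242) after irradiation, by 0.57 (adjusted p = 0.0384) after etoposide and by 0.56 (adjusted p = 0.0288) in senescent against quiescent cells. After irradiation this was not called without cycling Ribo-seq replicate 1 or 2 or irradiated replicate 2 or 3 (down to 0.43), and after etoposide without cycling replicate 1 or 2 or etoposide-treated replicate 1 or 2 (down to 0.38). Against quiescent cells it was not called without quiescent replicate 1 or 2, irradiated replicate 2 or 3 or etoposide-treated replicate 1 (down to 0.48). The adjusted p-values reached 0.101, 0.172 and 0.127. In RNA, ATF4 was lower in senescent than in quiescent cells, by -0.29 (adjusted p = 0.0144), which was not called without quiescent replicate 1 (-0.24; adjusted p = 0.0631). DDIT3 was not called in RNA of senescent against quiescent cells (0.25; edgeR adjusted p = 0.0799), so its rise was not shown to be specific to senescence. No TE change of ATF4, DDIT3, PPP1R15A or HSPA5 was called in quiescent or senescent cells, though fits of only the groups compared called HSPA5 after irradiation (adjusted p = 0.0437) and ATF4 between the inducers (0.48; adjusted p = 0.0316). The integrated stress response list had RNA medians of 0.14 after irradiation (23 of 32 higher; camera adjusted p = 0.0495; 13 genes called over all genes, 13 adjusted over the list alone), -0.16 after etoposide (11 of 32 higher; adjusted p = 0.598; 15 and 17 called) and -0.29 in senescent against quiescent cells (9 of 32 higher; adjusted p = 0.169; 18 and 23 called). The irradiation call was lost in 4 alternatives and without irradiated RNA-seq replicate 2 (median 0.17), with adjusted p-values of up to 0.117 over all alternatives. In TE the medians of this list were 0.08, 0.02 and -0.01, with camera adjusted p-values of 0.274, 0.648 and 0.621 and no gene called, over all genes or adjusted over the list alone. The list was written as targets of ATF4 and not by control of translation, so its TE medians do not test such control by themselves. In quiescent against cycling cells its median, not tested, was 0.25 in RNA (25 of 32 higher) and 0.34 in Ribo-seq (26 of 32 higher).

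TE calls outside the thapsigargin treatment were few. None was made in quiescent against cycling cells, where 391 genes had an unadjusted p under 0.05, and DESeq2 or the inclusion of all annotated genes gave 3. Irradiated cells had 3 calls, etoposide-treated cells 8, senescent against quiescent cells 7, and irradiated against etoposide-treated cells 0, with 715, 445, 553 and 603 genes at an unadjusted p under 0.05. These counts depended on which groups were fitted together. When only the groups compared were fitted, 543 genes were called after irradiation, 29 after etoposide, 11 in senescent against quiescent cells and 440 between the inducers. Most of these were lower, 477 of the 543 after irradiation, 22 of the 29 after etoposide and 415 of the 440 between the inducers, but 4 of the 11 against quiescent cells. The coefficient of variation was then 0.096 for irradiation, against 0.161 over all groups. On simulated counts with 2-fold changes, 38.5% of changed genes were recovered in the TE comparison of irradiated and cycling cells. That simulation gave every group the spread of the fit over all groups, so it cannot tell which of these counts holds.

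RPL7 (ENSG00000147604) had a higher TE after etoposide, by 2.25 ± 0.23 (edgeR adjusted p = 1.74e-05), and in senescent against quiescent cells, by 1.85 ± 0.19 (adjusted p = 1.47e-05). It had 5.11 ± 0.49 CPM of footprints (n = 3) against 1583 ± 27.9 CPM of RNA (n = 2) in cycling cells, so few of its footprints were counted. FUT10 (ENSG00000172728) had a lower TE after irradiation, by -1.28 ± 0.23 (edgeR adjusted p = 0.0421), and after etoposide, by -1.97 ± 0.23 (adjusted p = 7.82e-05). The irradiation call was lost in 7 of the 9 fits that left out 1 library, with adjusted p-values of up to 0.181. It was also lost after thinning to equal depth (adjusted p = 0.0561). With the replicate number within library type or the lysate as a block it was lost too (adjusted p = 0.126 and 0.158). The histone gene H3C10 (ENSG00000278828) had a lower TE after etoposide, by -2.29 ± 0.30 (edgeR adjusted p = 0.000348), and in senescent against quiescent cells, by -1.58 ± 0.24 (adjusted p = 0.00359). In the latter comparison H3C6 (ENSG00000274750), another histone gene, was lower by -1.33 ± 0.21 (edgeR adjusted p = 0.00688) and ARF5 (ENSG00000004059) was higher by 0.82 ± 0.14 (adjusted p = 0.00942). Without quiescent Ribo-seq replicate 2 neither was called, with adjusted p-values of up to 0.0565 and 0.0782, and ARF5 was also lost without quiescent RNA-seq replicate 1 (0.70). RPL7 and FUT10 were the 2 genes whose TE changed the same way in both senescent states and against quiescent cells. The number of such genes was 0 with the lysate as a block or after thinning to equal depth. It was 1 with unstranded counts or with the replicate number as a block within library type. When only the groups compared were fitted it was 5, and with DESeq2 it was 9. The TE effects of both inducers had a Pearson r of 0.49 across genes, below the mean of 0.52 (0.50 to 0.53) of simulated unchanged groups that shared the cycling libraries.

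Ribosomal protein genes had TE medians of -0.18 in quiescent (23 of 75 higher; camera adjusted p = 0.000431), -0.10 in irradiated (24 of 75; adjusted p = 0.274) and 0.03 in etoposide-treated cells (40 of 75; adjusted p = 0.231) against cycling cells, and 0.17 in senescent against quiescent cells (52 of 75; adjusted p = 9.59e-05). At most 1 gene of this list was called over all genes in any of them, and 3, 2, 4 and 9 adjusted over the list alone. Without quiescent RNA-seq replicate 1 the medians that involve quiescent cells were -0.05 and 0.04. Genes of the secretory phenotype had TE medians of -0.36 after irradiation (4 of 32 higher; camera adjusted p = 0.00294), 0.08 after etoposide (20 of 32; adjusted p = 0.302) and 0.07 in senescent against quiescent cells (17 of 32; adjusted p = 0.463), with no gene called over all genes, and 1, 0 and 0 adjusted over the list alone. The last median was -0.30 without quiescent Ribo-seq replicate 1 and 0.45 without quiescent Ribo-seq replicate 3. Under fry, 24 of the 29 list tests gave the same call. The 4 camera calls that did not hold were all in TE. They were those of ribosomal proteins in quiescent, thapsigargin-treated, and senescent against quiescent cells, and of secretory genes after irradiation. The fall of the stress response list in RNA of senescent against quiescent cells was called by fry and not by camera. Camera called it only without a filter on low counts (adjusted p = 0.0148).

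**Figure D4:**
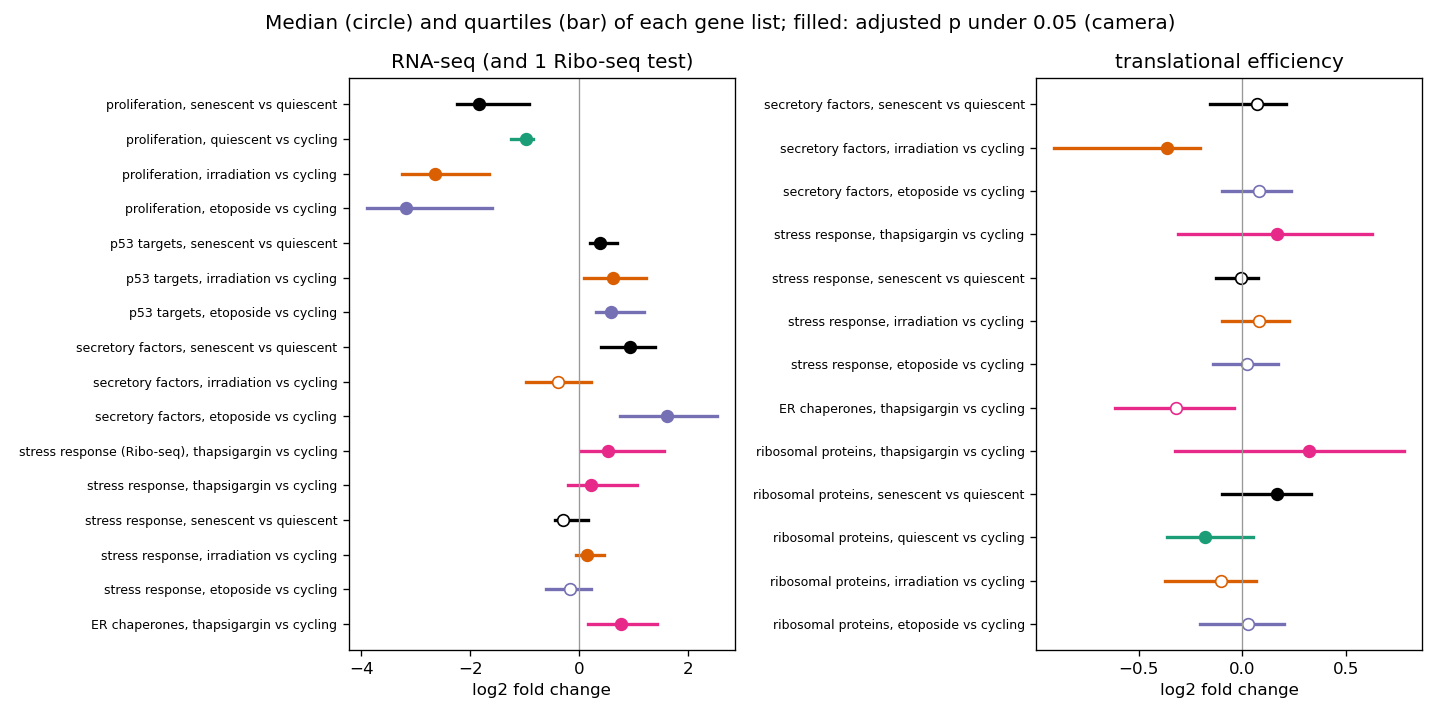
Circles give the median log2 fold change of each gene list and bars its quartiles, in RNA and 1 Ribo-seq test on the left and in TE on the right, filled where the camera adjusted p is under 0.05. The medians in RNA run from -3.17 for proliferation genes to 1.61 for secretory genes, both after etoposide, and those in TE from -0.36 to 0.32.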

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

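Of the tests in this part, those of depth, of the RNA-seq libraries alone, of structural RNAs, of other splits and of the thapsigargin batch were chosen only after the result was seen, and the test of 1 library alone was chosen before.

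The effects of irradiation and etoposide differed in 5 of 7 list tests between the inducers, by a direct test of the difference. Proliferation genes were higher in RNA after irradiation, with a median of 0.29 (0.2934; 24 of 29 higher; camera adjusted p = 0.00638), though fry gave an adjusted p of 0.0900. Secretory genes were lower in RNA by -1.68 (-1.6751; 32 of 33 lower; camera adjusted p = 1.14e-35, fry 5.77e-05) and in TE by -0.46 (-0.461; 29 of 32 lower; camera adjusted p = 1.68e-05, fry 0.216). The integrated stress response list was higher in RNA by 0.42 (0.4199; 24 of 32 higher; camera adjusted p = 5.91e-05, fry 0.000201). Ribosomal protein genes were lower in TE by -0.12 (-0.1222; 60 of 75 lower; camera adjusted p = 0.00926, fry 0.373). Fits without 1 library gave medians from -0.2158 to -0.0527. Ribosomal protein genes were higher after irradiation in RNA, by 0.30 (76 of 78 higher), and in Ribo-seq, by 0.11 (58 of 75 higher). Their lower TE thus went with a larger difference in RNA and not with fewer footprints. The p53 targets in RNA (median -0.0531) and the stress response list in TE (median 0.0406) did not differ between the inducers. These 7 tests did not include the chaperone list. Its median difference was -1.16 in RNA (20 of 20 lower after irradiation) and -1.53 in Ribo-seq (19 of 20 lower).

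Among the genes fixed in advance, the inducers differed in RNA for LMNB1 (0.6101), IL6 (-0.9991), CXCL8 (-5.5329), ATF4 (0.3887), DDIT3 (0.4208) and HSPA5 (-1.5568), and in Ribo-seq for ATF4 (0.8533), DDIT3 (1.1434) and HSPA5 (-1.7891), given as log2 differences of irradiated against etoposide-treated cells. In RNA, ATF4 was not called without irradiated replicate 2 (0.34) or etoposide-treated replicate 2 (0.34), with adjusted p-values of up to 0.0581. DDIT3 was not called in RNA without irradiated replicate 2 (0.31) or without etoposide-treated replicate 1 (0.39) or 2 (0.39), with adjusted p-values of up to 0.116.

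Depth was tested as a technical cause of these differences. After the libraries were thinned to equal depth, 9 of the 9 pairs of gene and assay were called again, and the RNA median of the secretory genes was -1.70 (-1.6988), so depth is excluded as the whole cause. An effect of the RNA-seq libraries alone is argued against by Ribo-seq, where the median of the secretory genes was -2.39 (-2.3865; 32 of 32 lower). A single library is excluded for these genes too, since the median nearest 0 over the fits without 1 library was -1.61 (-1.6109). For the number of genes that differ between the inducers, 1 of the 10 splits of the 6 RNA-seq libraries and 1 of the 10 splits of the 6 Ribo-seq libraries gave as many, the real split in both cases. In TE, 10 of the 10 splits gave as many as the real count of 0, beside which 603 genes had an unadjusted p under 0.05. No split can give fewer than 0, so the TE splits cannot decide whether the inducers differ. With 3 libraries against 3, no share under 1 of 10 can be had. A difference between the inducers, which the design names, stays among the open explanations and was not tested on other data.

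Data outside the main measurement were compared with the highest cycling library of the same assay. In irradiated and etoposide-treated RNA-seq, the lowest library had 10.0% (10.036) and 9.57% (9.565) of its gene counts in genes not annotated as protein coding, against 7.68% (7.679) in the highest cycling library. Without the structural RNAs RN7SL1, RN7SL2, RN7SK, RMRP and RPPH1, the lowest irradiated library differed from the highest cycling library by -0.365 percentage points, so these 5 RNAs may explain the excess after irradiation. After etoposide the difference was still 0.076 percentage points (2.40%, 2.60% and 2.66% against 2.04% and 2.32%), less than the gap between the cycling libraries, so whether they explain all of that excess stays open. These RNAs made up 8.24% to 8.54% of gene counts after irradiation and 7.10% to 8.19% after etoposide, against 5.48% and 5.59% in cycling cells. Among the quiescent libraries the share in genes not annotated as protein coding was 8.86%, 8.49% and 3.98%, a spread within 1 state that exceeds the difference between senescent and cycling cells. A difference in how the libraries were made may therefore contribute, as may senescence itself, and only the part of the 5 structural RNAs was tested.

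In the thapsigargin-treated Ribo-seq libraries, the lowest library had 4.00% (4.001) of counts on the opposite strand against 3.95% (3.947), 11.4% (11.442) of uniquely mapped reads outside genes against 1.82% (1.815), and 78.5% (78.529) of mapped reads at several places against 38.6% (38.579). In irradiated Ribo-seq, the lowest library had 1.91% (1.908) of uniquely mapped reads outside genes against the same 1.82%. That last difference and the opposite-strand difference are smaller than the spread among libraries of other states, for example 1.45% to 2.08% outside genes in quiescent Ribo-seq. RNA-seq of the same treatment had up to 38.55% of mapped reads at several places, within the range of other RNA-seq libraries (15.9% to 48.7%), so the rise was seen in Ribo-seq alone. Treatment and a batch made apart cannot be told apart here, because no other state shares that batch. A change of footprints under thapsigargin stays open and was not tested.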

How the results depend on the processing

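Of the alternatives in this part, none was chosen after the result was seen. Leaving out 1 library could not be done for cycling RNA-seq and for both assays of thapsigargin-treated cells, which have 2 libraries each. Between the scalings, the share of higher calls moved by less than 10 percentage points in RNA and Ribo-seq, and the median of all genes by less than 0.1.

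With DESeq2, the TE counts were 3 (quiescent against cycling), 37 (irradiated), 48 (etoposide-treated), 53 (senescent against quiescent), 7 (between inducers) and 9 (shared), and the TE median of the stress response list in senescent against quiescent cells was 0.0012, from -0.0072. On simulated counts DESeq2 made more false calls than edgeR. With median-of-ratios size factors, the stress response list in RNA after irradiation had 0.1375 and was no longer called, TE after irradiation had 5 calls, 4 of them higher, against 2 of 3, and the stress response list in TE of senescent against quiescent cells had 0.0032. The cause was not tested.

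Only the groups of a comparison in the fit gave 852 genes in RNA of quiescent cells, 1512 in RNA under thapsigargin, 6020 in Ribo-seq after etoposide and 4134 in Ribo-seq between inducers. In TE it gave 543 after irradiation, 29 after etoposide, 1058 under thapsigargin, 11 in senescent against quiescent cells, 440 between inducers and 5 shared. Pearson r between the inducers was 0.8154 in RNA and 0.7046 in Ribo-seq. The stress response list in RNA after irradiation had 0.1214 and was no longer called. PPP1R15A in Ribo-seq between inducers was at -0.0032 and ATF4 in TE of quiescent cells at -0.009. The spread also differed between these fits: the coefficient of variation over all groups was 0.159, 0.168 and 0.161 in RNA, Ribo-seq and TE, and that of single comparisons 0.0937 (irradiated) to 0.186 (thapsigargin) in RNA, 0.0864 to 0.188 in Ribo-seq and 0.0962 to 0.182 in TE. It does not account for every count, since Ribo-seq under thapsigargin had 3564 calls against 5252 at a coefficient of 0.172. These fits also have fewer libraries, and the causes were not separated.

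Without a filter on low counts, the Pearson r and Spearman rho were 0.6765 and 0.6324 in RNA and 0.5411 and 0.5425 in Ribo-seq, and rho in TE was 0.4172. TE counts were 1 in quiescent and 6 in irradiated cells. The stress response list in RNA of senescent against quiescent cells had -0.2868 and was called. In TE after etoposide, that list had -0.0209, ribosomal proteins -0.0032 and PPP1R15A -0.0133, all with the sign changed. A stricter filter gave 0.7855 and 0.6969 in RNA and 8 TE calls after irradiation. More or fewer genes with low counts enter the correlations by construction. With all annotated genes, rho was 0.7394 in RNA, r and rho 0.7072 and 0.6605 in Ribo-seq and r 0.5283 in TE, TE counts were 3 in quiescent and 15 in irradiated cells, and ATF4 in TE of quiescent cells was at -0.0111. The cause of the TE changes was not tested.

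Unstranded counts gave 5 TE calls after irradiation and 1 shared TE gene. The stress response list changed sign in TE after etoposide (-0.0054) and under thapsigargin (-0.0566), and so did ATF4 in TE of quiescent cells (-0.0151). Thinning to equal depth gave 1978 genes in Ribo-seq of senescent against quiescent cells, 1013 shared in Ribo-seq, 1 TE call after irradiation, 5 after etoposide and 0 shared. The stress response list had 0.1437 in RNA after irradiation, no longer called, and changed sign in TE after irradiation (-0.0144) and in senescent against quiescent cells (0.0141). Fewer counts are part of thinning, and depth limits the Ribo-seq and TE counts in this way. For the sign changes the cause was not tested.

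Fry in place of camera left the medians as they were. The stress response list in RNA of senescent against quiescent cells (-0.2938) was called, and the TE medians of ribosomal proteins in quiescent (-0.1822), thapsigargin-treated (0.3212) and senescent against quiescent cells (0.1656) and of secretory genes after irradiation (-0.3649) were not. Fry estimates the correlation between genes, which camera presets.

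Replicate numbers were not taken to pair the libraries, since the labels do not say so and not every pair deviated together. Deviations from the group means correlated from -0.316 to 0.643 over 23 RNA-seq pairs of the same number, 10 of them over 0.1, from -0.185 to 0.276 over 26 Ribo-seq pairs, 7 over 0.1, and from -0.0207 to 0.572 over 13 pairs of RNA-seq and Ribo-seq of the same state and number, 6 over 0.1, against 2 of 24 pairs of other numbers. All 3 pairs exceeded 0.1 for cycling and quiescent Ribo-seq (0.16, 0.26 and 0.28) and for RNA-seq and Ribo-seq after etoposide (0.13, 0.38 and 0.20), so a pairing within these stays open. With the replicate number as a replicate block, the stress response list in RNA after irradiation had 0.1514 and was not called, HSPA5 in Ribo-seq of quiescent cells was called at -0.81 (adjusted p = 0.0384, from 0.00910 to 0.190 over its alternatives), HSPA5 in RNA after irradiation at -1.07 (adjusted p = 0.0268, from 1.95e-05 to 0.168) and MKI67 in RNA between inducers at 1.23 (adjusted p = 0.0484, from 0.00121 to 0.188), and HSPA5 in Ribo-seq of senescent against quiescent cells was at 0.0429. With the replicate block within library type, TE had 12 calls in senescent against quiescent cells and 1 shared, ribosomal proteins in TE after etoposide were at -0.0132, the stress response list in TE of senescent against quiescent cells at 0.0024 and ATF4 in TE of quiescent cells at -0.0012. With the lysate as a replicate block, 0 TE genes were shared, ribosomal proteins in TE had -0.1224 in quiescent cells, not called, and 0.0935 after etoposide, called, and the stress response list in TE of senescent against quiescent cells was at 0.0171. The cause was not tested.

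Across the fits that each left out 1 library, counts ranged from 1841 to 2313 in RNA and from 1500 to 2047 in Ribo-seq between inducers, and from 1558 (without cycling replicate 3) to 2934 in Ribo-seq of quiescent cells. TE counts ranged from 0 to 2 in quiescent cells, 1 to 5 after irradiation, 3 to 14 in senescent against quiescent cells and 0 to 2 shared. Pearson r and Spearman rho ranged from 0.7766 to 0.8058 and 0.6885 to 0.7294 in RNA, 0.6704 to 0.7063 and 0.6247 to 0.6608 in Ribo-seq, and 0.422 to 0.5524 and 0.4036 to 0.5224 in TE. These fits have fewer libraries.

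For the lists, the same fits gave 0.1571 to 0.171 for the stress response in RNA after irradiation, not called without irradiated replicate 2 (0.1655). In TE, ribosomal proteins ranged from -0.2985 to -0.0456 in quiescent, -0.1942 to -0.008 in irradiated and -0.0768 to 0.0798 in etoposide-treated cells, and from 0.0391 to 0.286 in senescent against quiescent cells. The values nearest 0 for quiescent cells came without quiescent RNA-seq replicate 1. The stress response list ranged from -0.0096 to 0.0301 after etoposide and -0.0623 to 0.0756 in senescent against quiescent cells, and the secretory genes in the latter from -0.3031 (without quiescent Ribo-seq replicate 1) to 0.452 (without quiescent Ribo-seq replicate 3).

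Named genes that changed sign in such fits were, in RNA, CXCL8 in quiescent cells (-0.3639 without quiescent replicate 3, to 0.7294) and, in senescent against quiescent cells, CDKN2A (-0.4836 to 0.0118 without quiescent replicate 1) and HSPA5 (-0.0185 without quiescent replicate 1, to 0.6611). In Ribo-seq they were PPP1R15A in quiescent cells (-0.1517 to 0.2167) and between inducers (-0.1058 to 0.166), and HSPA5 in senescent against quiescent cells (-0.3731 to 0.2923). In TE they were ATF4 (-0.141 to 0.0855) and HSPA5 (-0.5373 to 0.1672) in quiescent cells, DDIT3 after irradiation (-0.1855 to 0.2698), PPP1R15A after etoposide (-0.1604 to 0.2085) and HSPA5 between inducers (-0.4761 to 0.016). The cause was not tested. Of the other values of named genes in these fits, 37 were weaker, 7 stronger and 774 kept their direction and side of the threshold.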

Other observations

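Of the tests in this part, those of the middle 80% of genes, of the thapsigargin batch for TE, of mRNA loss, of a hidden shift, of depth after irradiation and of replicate spread were chosen before their values were seen, and the others were chosen only after the result was seen.

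Under thapsigargin, 8 of 7020 genes with at least 20 CPM in cycling Ribo-seq had no footprint count in either treated library. Those reported here, chosen after their values were seen, are CDC42 (ENSG00000070831), IMPDH2 (ENSG00000178035), QRICH1 (ENSG00000198218), EXOSC4 (ENSG00000178896), COL15A1 (ENSG00000204291), ITCH (ENSG00000078747) and POLDIP3 (ENSG00000100227). Their footprints were at least 127-fold, 333-fold, 146-fold, 27-fold, 64.3-fold, 133-fold and 113-fold lower. Of all 8, 5 had a ratio of RNA-seq to Ribo-seq in cycling cells less than 0.1 times the median, against 15 of the other 7012 (Fisher exact p = 6.09e-12). A candidate explanation is that the thapsigargin Ribo-seq files count on another gene list, in which reads of these genes are assigned differently. COL15A1, ITCH and QRICH1 had ratios of 0.758, 0.584 and 0.133, above that limit, so this leaves them open, and COL15A1 also fell in RNA.

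Among genes with TE raised over 4-fold under thapsigargin, 12 of 44 (27.3%) had a ratio of RNA-seq to Ribo-seq in quiescent cells over 10 times the median, against 121 of the other 7430 (Fisher exact p = 7.94e-12). The 12 were ARPC4, BCL2L2, GATC, MBD3, MOB4, MXRA7, RPL7A, RPS28, RPS3A, SHISAL1, TIMM10B and TMEM183A, chosen after their values were seen. For these, too, another gene list may be the cause, and the other 32 include PPP1R15A.

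Genes with an extreme ratio of RNA-seq to Ribo-seq in quiescent cells did not account for most TE calls under thapsigargin. Among the 9371 genes in the middle 80% of this ratio, 20.4% (20.36) were called, against 22.6% of the outer genes and 20.8% of all. A gene counted differently on the 2 lists can still have a ratio in the middle, so the gene list stays open as a cause. Lower depth is excluded as the whole cause, since 1707 of the 2438 calls were made again after thinning. A batch of libraries made apart stays open. The 2 thapsigargin libraries were the only Ribo-seq libraries on the longer gene list, so treatment and batch cannot be told apart.

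Genes for secreted and membrane proteins fell under thapsigargin, with medians of -0.67 (-0.6669; 34 of 40 lower) in RNA, -1.65 (37 of 40 lower) in Ribo-seq and -0.83 (-0.827; 32 of 40 lower) in TE. For TE the camera adjusted p was 0.000256 and that of fry 0.177, with 13 genes called over all genes and 15 adjusted over the list alone. Loss of membrane-bound ribosomes with their mRNA would lower RNA and footprints alike if both were lost in equal measure, which was not tested. Among quiescent libraries, without thapsigargin, the list median ranged over 0.81 in RNA-seq and 1.60 in Ribo-seq. Uneven differences thus also occurred within 1 state, so the smaller fall in RNA cannot exclude such a loss, which stays open. The TE median of cytosolic enzymes was -0.14 (-0.1439; 27 of 40 lower; camera adjusted p = 0.535; 11 genes called over all genes, 14 adjusted over the list alone), so TE fell more for the secreted and membrane proteins than for these. A shift of all genes cannot be seen after scaling and stays open, as does a batch. A fall in translation at the endoplasmic reticulum under thapsigargin may also explain the TE median of -0.827, and was not tested apart from the batch.

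The same list had a TE median of -0.43 after irradiation (39 of 40 lower; camera adjusted p = 4.91e-05, fry 0.451; no gene called over all genes or adjusted over the list alone) and of 0.05 after etoposide (28 of 40 higher). Cytosolic enzymes had 0.09 after irradiation (28 of 40 higher). After thinning the irradiation median was -0.48 (-0.4769), which excludes depth. The median log2 ratio of Ribo-seq to RNA-seq over the list was 0.32, 0.43 and 0.23 in the irradiated lysates and 0.13, 0.63 and 0.99 in the quiescent ones, a range of 0.86 (0.8597) within 1 state, taking RNA-seq and Ribo-seq of the same state and number as 1 lysate. The cycling lysates were at 0.73 and 0.68 and the etoposide-treated ones at 0.87, 0.85 and 0.80, so the 3 irradiated lysates lay below all of these. Because quiescent lysates ranged over more than this difference, a difference between lysates cannot be told apart from an effect of irradiation.

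The list median also varied between libraries of 1 state, with a pooled SD of 0.25 in RNA-seq and 0.41 (0.4072) in Ribo-seq, against 0.061 and 0.046 for cytosolic enzymes. Most of this came from quiescent cells, where the libraries ranged over 0.81 in RNA-seq and 1.60 in Ribo-seq, against at most 0.26 and 0.20 in the other states. Since both assays vary in quiescent cells, replicates of that state that differ in these mRNAs are a candidate explanation.

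Of the 11 genes with TE called in a senescent comparison, 6 (QRICH1, RPL7, CDC42, H2AC6, H3C10 and H3C6) had an extreme ratio of Ribo-seq to RNA-seq, where 5% would be expected (binomial exact p = 5.8e-06). Reads shared between copies of a gene or between overlapping genes may explain these calls.

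Other splits of the same libraries were counted for comparisons with at least 3 libraries per group. Each set of 90 or 30 splits held the real split and others drawn at random. There were 840 possible splits for senescent against quiescent cells, and 184800 for the genes shared by both inducers and the correlations. For senescent against quiescent RNA-seq, 1 of the 90 splits gave as many called genes, 1 of the 90 splits as large a median of the proliferation genes and 1 of the 90 splits of the p53 targets, the real split each time. For the integrated stress response list it was 3 of the 90 splits, and for the secretory genes 27 of the 90 splits. The number of called genes in the other drawn RNA-seq splits had a median of 0 and reached 3600, against 4544 in the real split. In Ribo-seq, 1 of the 30 splits gave as many genes called and 1 of the 30 splits as many shared by both inducers, while 11 of the 30 splits gave as high a Pearson r and 12 of the 30 splits as high a Spearman rho. For the Ribo-seq counts of quiescent, irradiated and etoposide-treated against cycling cells, 1 of the 10 splits gave as many each time, and no smaller share can be had. In TE of senescent against quiescent cells, 1 of the 90 splits gave as many genes, and 30, 68 and 84 of the 90 splits gave as large a median of the ribosomal proteins, the secretory genes and the stress response list.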
